A study of Drosophila melanogaster with 4 samples.

How the data were processed

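Chromatin accessibility was measured by ATAC-seq, in which a transposase cuts and tags open DNA, in nuclei from thoracic muscle enriched for flight muscle of Drosophila melanogaster. The animals were pharate (fully formed inside the pupal case) at 96 hours after puparium formation at 25 °C. Per the labels, the control was the w1118 strain and the mutant carried a Pgk allele with a mutated E2F binding site upstream of the gene (Pgk ΔE2F, 1 line). There were 2 libraries per genotype, 4 in all, grouped by the genotype in the labels and numbered by the replicate number in the labels.

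The authors deposited 1 peak list per library, with 10 columns and no header line, so peaks were called on each library and not on pooled replicates. Per the labels, nuclei were tagmented and libraries made with a commercial ATAC-seq kit. The labels do not state the aligner, the peak caller, the genome build, the treatment of duplicates, or whether reads were shifted for the transposase cut, and none of these is assumed here. A shift of a few bases would move the peak borders given below by as much. The lowest −log10 q in each deposited list lies just above 2, which fits a q-value threshold of 0.01 set by the authors. The deposited score column equals 10 times −log10 q cut to a whole number in at least 99.9% of peaks, and it was not used further. The fold enrichment (a ratio) and the −log10 p and −log10 q of each peak are the authors' values against that library's own background. They were used only to describe, rank or filter peaks within 1 list. The build is not named in the lists; the positions fit release 6 of the genome, with the last Y peak ending at 3667352. Positions below are those of the lists, counted from 1.

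Peaks on the main arms (2L, 2R, 3L, 3R, 4 and X) were analysed. No interval occurred more than once in a list. Intervals of the 4 lists that shared at least 1 bp were joined into merged regions, and a library had a region if any of its peaks lay in it. Control-only regions had a peak in both controls and in neither mutant, and mutant-only regions the reverse. The counts for the other pairs of libraries served as the reference for chance. Equal-length lists held the 25528 strongest peaks of each library by −log10 p, the length of the shortest list. Group means were compared by a two-sided exact permutation test, which with 2 against 2 has 6 labelings and cannot go below p = 0.333. Overlap was the Jaccard index (base pairs shared by 2 lists divided by base pairs in either), tested over the 3 splits of the libraries into pairs.

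Gene names and neighbours came from a RefSeq gene table of assembly Release 6 plus ISO1 MT, with 17673 genes on the main arms. All 92 genes of the fixed gene sets matched it. The table gives no strand, so the planned promoter tests used positions within 500 bp of either end of a gene in place of transcription starts. No sequence was used, so GC content was not examined here. Shares near gene ends and per arm were compared by two-sided Fisher's exact tests, with Benjamini-Hochberg adjustment over the 6 arms or the 5 gene sets. Regions are not replicates, so these tests, and the binomial intervals on counts of regions, describe the 4 libraries and not the genotypes. Clustering was tested by permuting the control-only mark among regions of both controls within each arm, 10000 times, one-sided. The genes and regions named were fixed by rule before the data were examined. They are Pgk, the glycolysis list, set members called at a gene end in both libraries of 1 genotype and neither of the other, and the 5 control-only and 5 mutant-only regions with the lowest mean rank.

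Read depth is not stated in the lists. The fold enrichment and −log10 p of a peak were solved for a summit pileup and a local background under a Poisson model with 1 added to both. For peaks with −log10 p up to 250 (98.7% to 99.8% of each list) a whole-number pileup fitted both values, with a largest misfit of 0.000896 in −log10 p. The most frequent local background was taken as the background of the library and, by inference, as its relative depth. The median summit pileup, which also depends on which peaks were called, was 43 and 38 in the controls and 25 and 33 in the mutants, so another measure of depth would scale the libraries somewhat differently. On simulated data, 100% of 5000 pileups per library were recovered, and 0 of 6 pair counts over 4000 regions of known pattern were wrong. Depth-matched lists kept the peaks that would still pass the lowest −log10 p of the shallowest library after pileup and background were scaled to its background. In simulations where the genotypes differed in depth alone, control-only regions made up 93.8% of the genotype-specific regions in lists as called, 49.9% in equal-length lists and 50.8% after random thinning of the pileups to the shallowest depth (20 simulations of 88798 regions). With added noise between libraries (SD 0.3 on the natural log scale) the shares were 85.0%, 50.0% and 50.4%. The simulated lists differed in length by 12238 and 10721 peaks, more than the deposited ones. All simulated libraries had the same true enrichment and noise level, and 1 background each.

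The alternatives fixed beforehand were −log10 q of at least 3 or 5, other definitions of a shared peak, equal-length lists, ranking by fold, 0.5 times the list length, all chromosomes, gene ends within 1000 bp, windows of 100 kb, leaving out each library, and a replicate block. Depth matching, region midpoints, permutation within 5 classes of rank, and the alternatives for the arm distribution and the Pgk locus were added after the data were seen. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.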

Results

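ATAC-seq peak lists from flight-muscle-enriched thoracic muscle were compared between 2 w1118 control libraries (control 1 and 2) and 2 libraries of the Pgk ΔE2F mutant (mutant 1 and 2). Pgk encodes phosphoglycerate kinase, an enzyme of glycolysis, and E2F is a transcription factor family best known for cell-cycle genes. The study asked whether loss of E2F regulation of this gene matters for development; the comparison here asks where called accessible regions differ between the genotypes.

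The deposited lists held 30300 and 30787 peaks in controls 1 and 2 and 26186 and 26880 peaks in mutants 1 and 2. The recovered background, taken here as relative depth, was 7.44 and 7.61 fragments per position in the controls and 4.62 and 5.26 in the mutants, so that the mutant mean was 65.7% of the control mean. Every comparison of list length below is therefore also a comparison of this background. Median peak width was 127 and 135 bp in the controls and 118 and 113 bp in the mutants.

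The mutated gene was examined first. Within 2 kb of Pgk, on 2L, 9 and 6 peaks were called in controls 1 and 2, and 4 and 7 in mutants 1 and 2. They formed 8 merged regions, of which 4 had a peak in all 4 libraries, 0 were control-only and 0 were mutant-only. The strongest region, 2L:2752198-2752507, overlapped Pgk and the neighbouring gene Bacc. Its peak ranked within the top 1.67% and 2.45% of the lists of controls 1 and 2, and the top 0.956% and 2.79% of mutants 1 and 2, with the authors' fold enrichments of 9.27, 8.48, 10.6 and 8.59. The region 2L:2753026-2753305, which lies within 500 bp of an end of Pgk and also overlaps Bacc, was called in both controls and in mutant 2 but not in mutant 1. The region 2L:2753786-2753886, in Bacc, followed the same pattern. With −log10 q of at least 5, 3 regions of the locus had a peak in all 4 libraries. The lists do not show whether the mutated site itself is called, because its position is not given in the labels.

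**Figure D1:**
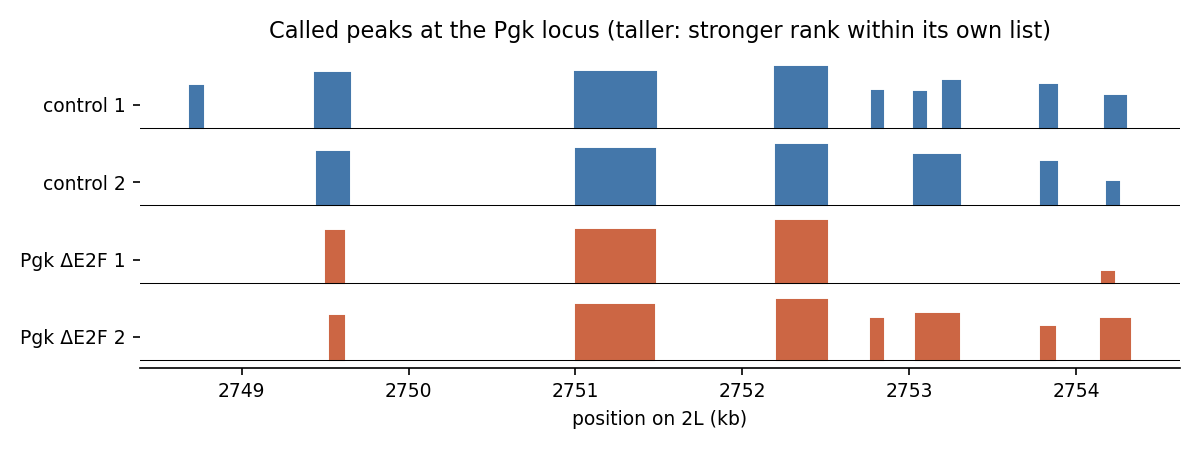
Called peaks at the Pgk locus on 2L (horizontal axis, position in kb) in the 4 libraries, drawn as boxes whose height grows with the peak's rank within its own list. The peak at 2752198 to 2752507 is the tallest in every library, and mutant 1 has 4 peaks where control 1 has 9.

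Fewer peaks were called in the mutants. On the main arms the controls had 29632 ± 412 peaks (SD, n = 2) and the mutants 25756.5 ± 323 (SD, n = 2), a difference of -3875.5 peaks that was larger than the spread between replicates (exact permutation test, two-sided, p = 0.333, the smallest value that 2 against 2 allows). Peaks covered 5264 ± 240 kb in the controls and 4016 ± 54.3 kb in the mutants (SD, n = 2; exact permutation p = 0.333). The alternative that moved this most was depth matching, under which the difference was -2016.5 peaks, from 27659 and 27861 in the controls to 25528 and 25959 in the mutants.

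**Figure D2:**
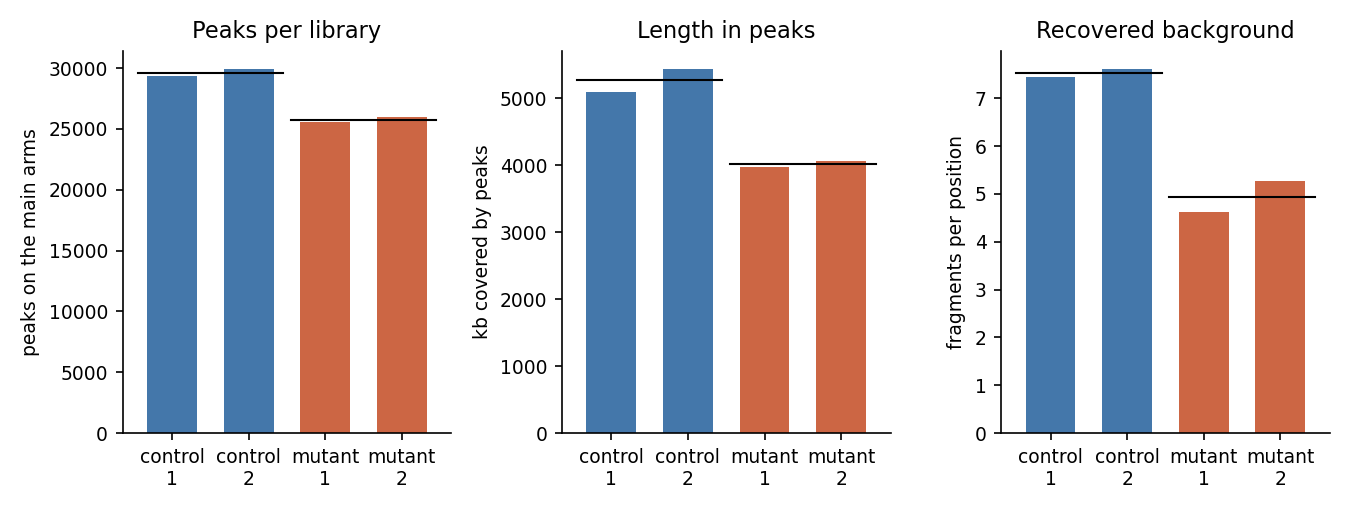
Peaks on the main arms, kb covered by peaks and recovered background (fragments per position) for the 2 control (blue) and 2 mutant (orange) libraries, with black lines at the group means. Both mutants lie below both controls in all 3 panels, with backgrounds of 4.62 and 5.26 against 7.44 and 7.61.

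Libraries of one genotype did not always overlap more than libraries of different genotypes. The Jaccard index was 0.594 between the controls and 0.461 between the mutants. Control 1 overlapped mutant 2 at 0.561 and mutant 1 at 0.420, while control 2 overlapped mutant 2 at 0.524 and mutant 1 at 0.437. The mean index within genotypes exceeded the mean between genotypes by 0.0419, the largest difference of the 3 splits into pairs (exact permutation, share 0.333, which cannot be lower). Mutant 2 was thus closer to both controls than to mutant 1.

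The lists formed 44429 merged regions, of which 13474 (30.3%) had a peak in all 4 libraries and 16432 in 1 library. Control-only regions numbered 2636, or 12.2% of the regions of both controls, and mutant-only regions 784, or 5.01% of the regions of both mutants. Control-only regions were 77.1% of the genotype-specific regions (95% exact binomial interval 75.6 to 78.5, counting error only). In simulations where depth alone differed the share was 93.8%, or 85.0% with added noise between libraries. The simulated list lengths differed by 12238 and 10721 peaks, more than the observed lists did, so these shares may overstate what depth would do here. No simulation matched the observed difference in length. At equal list length the counts were 1823 and 1077 (62.9%), and with depth-matched lists 2251 and 898 (71.5%). The counts rest on how many libraries must agree: with 1 library left out they ranged from 4107 to 7236 control-only and from 1380 to 5795 mutant-only regions. At equal length the order reversed without mutant 1, with 2874 control-only and 4316 mutant-only regions, and without mutant 2, with 5477 and 7199, since a single mutant then decides.

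The control pair held more regions of its own than any mixed pair, as deposited and at equal length, while the mutant pair held fewer than the crossed pairs did. Control 2 and mutant 1 alone shared 1583 regions, control 1 and mutant 2 alone 1284, control 2 and mutant 2 alone 760, and control 1 and mutant 1 alone 594. Grouping by genotype gave 3420 regions specific to 1 side, grouping control 1 with mutant 2 and control 2 with mutant 1 gave 2867, and grouping by replicate number gave 1354. At equal length these totals were 2900, 2508 and 1135. The genotype total was the largest of the 3 splits in both cases, and with 3 splits no test can pass 0.05. Mutant 1 differed most from the rest: of the 6882 regions with a peak in 3 libraries, 4059 (59.0%) lacked a call only there, and it had the most regions of its own, 4970.

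**Figure D3:**
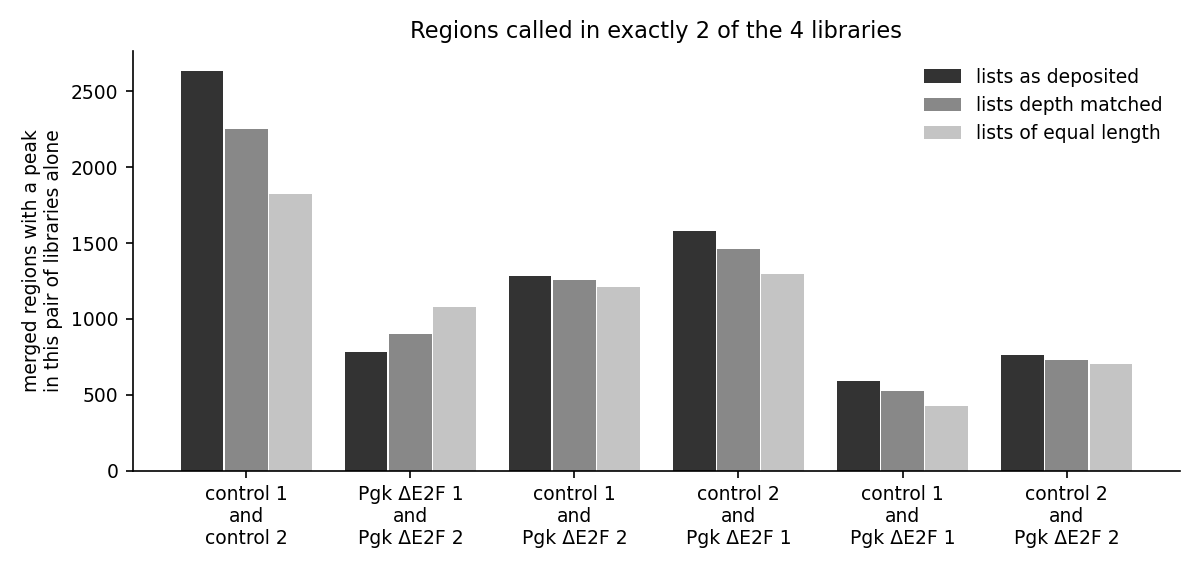
Number of merged regions with a peak in exactly 2 of the 4 libraries, for each of the 6 pairs, in the lists as deposited (dark), depth matched (mid grey) and of equal length (light). Control-only regions fall from 2636 to 1823 and mutant-only regions rise from 784 to 1077 at equal length. The counts there are 1297 for control 2 with mutant 1 and 1211 for control 1 with mutant 2.

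Control-only regions lay within 500 bp of a gene end in 31.8% of cases (838 of 2636), against 35.0% of the regions called in all 4 libraries (odds ratio 0.867, Fisher's exact test p = 0.00170). This difference stayed past 0.05 with −log10 q of at least 3 (odds ratio 0.890, Fisher's exact test p = 0.0117) or 5 (0.872, p = 0.00417) and with region midpoints (0.868, p = 0.00195). It was no longer past 0.05 at equal list length (odds ratio 0.991, Fisher's exact test p = 0.875), with depth-matched lists (0.916, p = 0.0693) or within 1000 bp (0.956, p = 0.303). Mutant-only regions lay near a gene end in 17.1% of cases (134 of 784; odds ratio 0.383, Fisher's exact test p = 3.47e-27), and random positions in 18.1%. Pairs of mixed genotype spanned a similar range, with 32.2% for control 1 and mutant 2 alone and 20.2% for control 2 and mutant 1 alone.

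Among regions called in both controls, control-only regions were less frequent on X, at 15.3% against 17.4% of the other regions (odds ratio 0.856, Fisher's exact test adjusted p = 0.0409 over the 6 arms). The X passed also at equal list length (Fisher's exact test, adjusted p = 0.0362) and with −log10 q of at least 3 (0.0215) or 5 (0.00172). With depth-matched lists the odds ratio was 0.855 with an adjusted p of 0.0654, and 0 arms passed 0.05. The other 5 arms did not pass. Adjacent regions of both controls were both control-only in 421 cases, against 322 in permutations within arms (ratio 1.31, one-sided permutation p = 1e-04, the smallest that 10000 draws can give). In windows of 100 kb the number with at least 3 control-only regions was 427 against 429 permuted (one-sided permutation p = 0.585).

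Of 8733 genes with a peak near an end in both controls, 503 (5.76%) had none in either mutant, and of 6872 called in both mutants 97 (1.41%) had none in either control. Control 2 with mutant 1 alone shared 267 such genes, and control 1 with mutant 2 alone 244. None of the 5 gene sets lost calls more often than the background (0 of 5 at an adjusted p under 0.05 and 0 at an unadjusted p under 0.05, Fisher's exact test). In the glycolysis set 12 genes were called in both controls and 0 were lost; 11 were called in all 4 libraries. Pgk was called at a gene end in both controls and mutant 2, Hex-C in control 2 and mutant 1, and Ldh in no library. In the TCA cycle set 2 of 14 genes were lost, kdn and Fum1 (Fisher's exact test, unadjusted p = 0.191, adjusted p = 0.956). The respiratory chain set lost 1 of 18, ND-23, the E2F cell cycle set 1 of 16, aurB, and the flight muscle set 0 of 17. In the 5 sets together, 9 genes lacked a call only in mutant 1 and 1 only in mutant 2. With these set sizes only a large excess of lost calls was detectable.

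The 5 best-ranked control-only regions were X:102897-103268, X:96931-97297 and X:117569-117905, all nearest to lncRNA:CR40469 and in no gene, 2R:25261957-25262078, nearest to CG9380 and in no gene, and 2L:15271638-15271833, in Cul3 and within 500 bp of a gene end. The X regions lay close to each other, 19416, 25382 and 4772 bp from lncRNA:CR40469, and the 2R region lay 6684 bp from CG9380. Mean ranks of the 5 regions ran from the top 12.2% to the top 18.0% of the control lists. For the first of them the rank was 4.77% in control 1 and 19.7% in control 2. The 5 best-ranked mutant-only regions were 3R:2583596-2583742, in Pzl, 2R:5050767-5051222 and 2R:5052076-5052238, nearest to TpnC41C, 2R:5575974-5576112, nearest to Ugt50B3, and 3L:24463729-24463798, nearest to nvd. Those 4 lay in no gene, 14124 and 13037 bp from TpnC41C, 26519 bp from Ugt50B3 and 62111 bp from nvd. At such distances the nearest gene is not shown to be linked to the region. The Pzl region had the best mean rank of all, 5.69%, with fold enrichments of 12.6 and 13.7 in mutants 1 and 2. A call in 2 libraries and no call in the other 2 also occurred between mixed pairs, so no single region is shown to differ by genotype.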

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

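The test in this part was chosen after the result was seen. Mitochondrial peaks, which no comparison used, made up a larger share of the list in both mutants (0.0764% and 0.0893%) than in both controls (0.0693% and 0.0585%), with a mutant mean of 0.0828%. The numbers themselves overlapped, at 20 and 24 peaks in the mutants and 21 and 18 in the controls, and the mutant mean number was 1.13 times the control mean. The shorter mutant lists raise the share by themselves. The overlapping numbers leave open whether the mutants also held more mitochondrial peaks. The number of peaks on a genome this small says little about how many mitochondrial reads a library held, and no biological explanation was tested.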

How the results depend on the processing

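Depth-matched lists, region midpoints, permutation within 5 classes of rank, and the alternatives for the arms and the Pgk locus were chosen after the data were seen. Of 102 alternative values of the main results, 62 kept their direction and stayed within the replicate spread, the threshold or 1.5 times the count. Control-only regions outnumbered mutant-only regions in all 11 settings that kept the 4 libraries and gave both counts, the lists as deposited included.

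With −log10 q of at least 5 the difference in peaks was -4368, mutant-only regions fell to 446 and the control-only share rose to 84.1%. Requiring −log10 q of at least 5 for presence alone gave 1562 control-only and 285 mutant-only regions (84.6%). A reciprocal overlap of 50% gave 1250 mutant-only regions and a share of 72.3%, and summits within 150 bp a share of 70.8%. Equal list length gave 62.9%. The cause of these shifts of the share was not tested. At 0.5 times the shortest list, 913 control-only and 642 mutant-only regions were counted, as fewer peaks entered.

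Depth matching reduced the difference in peaks to -2016.5 and in covered length to -1066 kb, and the control-only share to 71.5%. It left 0 arms past the threshold, where the X had passed, although the odds ratio of the X hardly moved, from 0.856 to 0.855. The odds ratio of control-only regions near a gene end lost its significance with depth-matched lists (0.916), at equal length (0.991) and within 1000 bp (0.956), and kept it with −log10 q of at least 3 (0.890) or 5 (0.872) and with region midpoints (0.868); the cause was not tested. Clustering in 100 kb windows gave a ratio of 0.996, below 1; the cause was not tested. Permuted within 5 classes of rank, clustering of neighbours kept a ratio of 1.11. The other results that changed numbered 7, of which 1 was weaker and 6 moved, all of them counts of 0 to 2 lost genes per set or the X odds ratio.

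Across the 4 sets that each left out 1 library, control-only regions ranged from 4107 to 7236 and mutant-only regions from 1380 to 5795, with shares of 53.6% to 84.0%. At equal length the ranges were 2874 to 5477 and 1713 to 7199. A genotype with 1 library left admits every call of that library, so these counts rise by construction. The difference in peaks ranged from -4166.5 to -3584.5 and in covered length from -1419 to -1079 kb.

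With the replicate number as a block, the mean paired differences were -3875.5 peaks and -1249 kb, equal to the unpaired ones, with p = 0.5 in an exact sign-flip test, the smallest that 2 pairs allow. Over 44429 merged regions the correlation of control 1 minus control 2 with mutant 1 minus mutant 2 was -0.0960, so equal numbers do not pair the libraries.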

Other observations

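Tests chosen after the result was seen were those of the mutants' mutual agreement, of mutant 1 at equal list length, of the crossed pairs (depth, sex and batch), of background positions, and all tests of local background; the others were set before their result was seen.

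More regions were called only in the controls than only in the mutants. When the pileups were thinned at random to the shallowest depth, 100 draws gave control-only shares of 64.6% to 66.3%. Simulations where depth alone differed gave about 50.8%. This argues against depth as the whole cause, as far as the simulations hold. The thinning rests on the recovered background as the measure of depth. Lists of equal length, which need no such measure, gave 62.9% against 49.9% simulated. The simulated libraries shared 1 true enrichment per region and the same noise, so a share near 50 at equal length is close to built in. They also had 1 background each, whereas 39.4% to 45.4% of the recovered peaks of a library lay at that background. The simulations thus do not cover libraries that agree less or a varying local background. Whether mutant 1 alone was the cause was not decided. With depth-matched lists, regions that set a control apart from mutant 2 were the control's own in 59.1% (control 1) and 60.0% (control 2). After thinning they were so in 56.4% to 57.3% and 55.6% to 56.3%. Against mutant 1 they were so in 56.4% and 58.4% with depth-matched lists, and after thinning in 53.7% to 54.3%. These percentages follow the difference in list length (27659 and 27861 peaks in the depth-matched control lists against 25959 in that of mutant 2) and, like the thinning, rest on the background as depth. They show that the depth-matched list of mutant 2 was also shorter than the control lists, and cannot tell whether mutant 1 caused the control-only excess. At equal length they are near 50 by construction. Mutant 1 alone therefore stays open, also for the excess left at equal length, 62.9%. A poorer agreement of the mutant libraries with each other stays open too. Their Jaccard index was 0.461 against 0.594 between the controls, and lists that agree less hold fewer joint regions whatever the genotype does. With 2 libraries per genotype, a noisier pair of libraries and an effect of the Pgk allele cannot be told apart.

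The crossed pairs of libraries, control 1 with mutant 2 and control 2 with mutant 1, held more regions of their own than the same-numbered pairs. Over whole lists the crossed pairs overlapped more than the same-numbered pairs too (mean Jaccard 0.499 against 0.472), but no more than the pairs outside them (0.499), and control 2 overlapped mutant 2 (0.524) more than mutant 1 (0.437). With depth-matched lists the crossed pairs held 2.18 times as many regions of their own as the same-numbered pairs, so list length and depth do not account for it. More males in some samples would raise the share of Y peaks and lower the X signal there. Y peaks made up 3.10% and 3.24% of the lists of control 1 and mutant 2, against 2.75% and 2.44% in control 2 and mutant 1, as more males in the first 2 would give. The ratio of X to autosome summit pileup was 1.30 and 1.20 in control 1 and mutant 2 and 1.23 and 1.09 in control 2 and mutant 1. Its mean was higher by 0.0961 in the libraries with more Y peaks, which goes the other way. The values of the pairs overlap and their spread is unknown, so the sex of the animals stays open. The same ratio was higher in both controls (1.30 and 1.23) than in both mutants (1.20 and 1.09), so it may follow genotype instead. A batch shared by control 1 and mutant 2 may be a cause but cannot be told apart from any other shared property, because the labels give no batch. The peak names carry the number 2 in both of these libraries, 3 in control 2 and 1 in mutant 1. Control 1 and mutant 2 shared other properties too. Their median fold enrichment was 4.04 and 4.27, against 3.72 and 3.91 in control 2 and mutant 1. X peaks made up 17.0% and 17.3% of their main-arm peaks, against 15.4% and 15.8%. Whether either property plays a part was not tested. Among regions with a −log10 p of at least 10 in both libraries after scaling to the background of the shallowest library, 264 belonged to the controls alone, 234 to control 1 and mutant 2 alone, 60 to the mutants alone, 18 to control 2 and mutant 2 alone, 14 to control 1 and mutant 1 alone and 9 to control 2 and mutant 1 alone. Of the 4 mixed pairs, control 1 with mutant 2 thus came near the number of the controls, and the other 3 did not.

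Mutant-only regions lay near a gene end less often than control-only regions. Weaker calls were not the whole cause, since within 5 classes of rank the difference was 12.9 percentage points against 14.7 overall (permutation p = 1e-04, the smallest that 10000 draws can give). The mutant-only share of 17.1% equals that of random positions within its interval of 14.5% to 19.9%. Calls at background positions may be a cause, but regulatory sites far from genes would give the same share, so these cannot be told apart.

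Control-only regions lay next to each other. Weaker peaks as neighbours may add to this without being the whole cause, since permutation within 5 classes of rank reduced the ratio from 1.31 to 1.11 and left it above the permuted values (one-sided permutation p = 0.00580). Mutant-only regions did so too, with 73 adjacent pairs against 39.8 permuted.

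The local background separated the genotypes more clearly than the calls did. At 7250 regions called in all 4 libraries, away from chromosome 4 and above the library background, each library's local backgrounds were ranked from 0 to 100. Ranks correlated across regions, which are not independent replicates, at 0.951 between the controls and 0.862 between the mutants, and at 0.771 to 0.840 in the 4 mixed pairs. Within 5 Mb of the centromeric end of an arm, the median rank was 51.4 and 55.5 in the controls and 64.1 and 68.6 in the mutants; farther out it was 49.6 and 48.5 against 46.2 and 43.1. Within 10 classes of control rank, regions near the centromeric ends shifted up by a median of 20.5 rank points in mutant 2, in 10 of 10 classes, and by 8.71 in mutant 1, in 9 of 10. Control 2 differed from control 1 by 1.21, with classes from -2.67 to 3.86. That range also holds the lowest class of mutant 1, -0.276, and that of mutant 2, 2.88. A shift in every class, the criterion first set, was thus missed by mutant 1, and the median was then set against that range. The classes come from the mean of the 2 controls, and only the mutants were taken against that mean. The control range is thus 1 comparison of another kind, and not the range to expect for mutants without a genotype effect. Scaling leaves ranks alone and random noise pulls them toward 50, whereas the medians near the centromeric ends moved away from 50 in both mutants. This argues against scaling by depth or random noise as the whole cause. The medians farther out are not separate evidence, since the ranks of a library have a fixed sum. Other differences of library quality, such as the share of fragments in peaks, were not tested. A stretch of another genetic background around Pgk would at most shift chromosome 2. Pgk lies near the other end of 2L, so only a long stretch would reach these 5 Mb. In mutants 1 and 2, 2L shifted by -0.559 and 4.78 and 2R by 10.5 and 23.2. But 3L shifted as much as 2R, by 11.7 and 23.7, so a stretch on chromosome 2 is not the whole cause. A genetic background that differs on other chromosomes too was not tested. The shift was larger in both mutants than that of control 2 against control 1 on 3 of 5 arms (2R, 3L and 3R); on X it was 2.72 and 2.34 against 2.40. Another mix of cells or of DNA copy number in the mutant tissue could give this, as could a change of accessibility near the centromeres in the mutant, and the peak lists cannot tell them apart. Of the mutant-only regions 27.5% lay within these 5 Mb, against 15.2% of the control-only regions, in the direction of the background. The regions that mutant 2 shared with control 1 alone (33.1%) or control 2 alone (27.5%) lay there as often, and those that mutant 1 shared with control 1 alone (16.7%) or control 2 alone (10.9%) did not, so the calls do not separate genotype from mutant 2.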
